A study of Mus musculus x Mus spretus with 4 samples (genomic DNA). Its data were reported in "Orientation-dependent Dxz4 contacts shape the 3D structure of the inactive X chromosome" (2018).

How the data were processed

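Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open DNA and inserts sequencing adapters, in 4 lines of Patski cells. Patski cells are female fibroblasts from a hybrid mouse embryo (BL6 by spretus) in which the BL6 X chromosome is always the inactive X (Xi) and the spretus X is the active X (Xa). The lines were the parental wild type (WT), Del-hinge (a deletion of the hinge interval, with the Dxz4 and Ds-TR loci, on the Xi), Inv-Dxz4 (an inversion of Dxz4 on the Xi) and Patski2-4 (a wild-type subclone). Each line was a group of 1 library, taken from the labels, so no comparison had replicates.

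The authors trimmed the read pairs to one length, mapped them to mm10 with BWA-MEM, kept primary pairs above a minimum mapping quality and removed duplicates. Per the file headers, peaks were called on each line alone with MACS 2.1.1.20160309 in paired-end mode, without a control library, at a q-value cutoff of 0.05 and with subpeak summits, so that 1 region can fill several rows. The pileup deposited for each summit is a coverage signal in fragments and is not scaled to library size. The deposited fold enrichment is the ratio of that pileup to the local background of the same library, estimated in 10000 bp or over the genome. The deposited p and q values are given as −log10. The peaks are diploid, that is, not split by allele, and the files analysed here hold no SNP read counts. Per the file headers, WT and Del-hinge were processed in one directory, and Inv-Dxz4 and Patski2-4 each in a directory of their own. The line and the processing batch therefore cannot be told apart for the last pair.

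The fragments kept after filtering numbered 51886726 in WT, 130045772 in Del-hinge, 21983451 in Inv-Dxz4 and 45046809 in Patski2-4. The lowest local background in a file is the genome background, from which the mean fragment length was computed using the effective genome size in the header. It was 191 bp in WT, 74 bp in Del-hinge, 221 bp in Inv-Dxz4 and 172 bp in Patski2-4. Shorter fragments give narrower peaks and lower pileups for the same number of fragments.

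The 5 contrasts were each edited line against WT and against Patski2-4, and Patski2-4 against WT, which gives the difference between wild-type libraries. The X pileup shift of Inv-Dxz4 against Del-hinge was added after the files were seen. Chromosomes 3 and 4 were left out of the autosomes because part of the parental cells carries an extra chromosome 3 or lacks a chromosome 4, which leaves 17 autosomes taken as diploid. X-linked and autosomal peak numbers, and peaks of one line with no overlap (at least 1 bp) in the other, were compared by Fisher's exact test, with Benjamini-Hochberg adjustment over the 5 contrasts. For the pileup shift, overlapping peaks of a pair were merged and the highest pileup per library was kept. The log2 ratio was centred on the median of the diploid autosomes, and a chromosome's shift is the median over its regions with a peak in both libraries. Chromosomes were the units of error: the SD over the 17 autosomes is given with an exact rank test of the distance from the autosomal median, whose smallest possible p is 0.056 for 18 chromosomes. A p of 0.05 cannot be reached with this test. Fisher's test treats peaks as independent, which neighbouring peaks are not, so its p-values are smaller than the spread between chromosomes warrants.

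Promoter peaks had their summit within 1 kb of a transcription start site of GENCODE vM21, and shares carry 95% Wilson intervals. Named genes were those the text of the study names, read over the gene body and 10 kb upstream. Named sites were the 5 X-linked regions per edited line with a peak in all 4 lines, a WT pileup at or above the median of such regions, and the largest value of the smaller of the ratios to WT and to Patski2-4. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and blastn 2.17.0. The shift and peak-number code was tested on simulated data made from the WT peaks in 4 runs. The largest error was 0.028 for the log2 shift and 0.013 for the log2 peak ratio.

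The alternatives were all 19 autosomes, the 83064 strongest rows of each library, −log10 q of at least 5, fold enrichment of at least 4, rows merged to regions, fold enrichment in place of pileup, regions with a peak in all 4 lines, the stronger regions only, reciprocal overlap of 50% and a 500 bp promoter distance. An adjustment for GC content in 500 bp windows, region strength and region width, by polynomials of degree 3 fitted on the autosomes, was added after the files were seen. Allelic proportions were not computed.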

Results

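Peaks of open chromatin were called in 4 Patski lines, each with 1 library. The files listed 164242 peaks in WT, 350886 in Del-hinge, 83064 in Inv-Dxz4 and 126030 in Patski2-4. The order of the lines by peak number was that of their fragments kept, from 21983451 in Inv-Dxz4 to 130045772 in Del-hinge. Del-hinge peaks were narrow, with a median width of 68 bp against 582 bp in WT, 461 bp in Inv-Dxz4 and 384 bp in Patski2-4. The share of peaks with a fold enrichment of at least 4 was 45.7% in WT, 23.4% in Del-hinge, 58.9% in Inv-Dxz4 and 45.1% in Patski2-4. Peak numbers were therefore compared between the X and the autosomes of the same library and not directly between libraries.

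The first comparison asked whether editing of the hinge on the Xi changed the number of accessible sites on the X. The paper places the added Xi peaks of the edited lines in regions that also hold WT peaks. A gain at a site already open on the Xa adds no diploid peak, so unchanged peak numbers cannot exclude it. The X held 2.93% of the X-linked and diploid autosomal peaks in WT (4200 peaks, 95% Wilson interval 2.85 to 3.02, no replicates). The share was 2.94% in Del-hinge (8477 peaks, 2.879 to 3.002) and 2.92% in Patski2-4 (2949 peaks, 2.82 to 3.03), both inside the WT interval. In Inv-Dxz4 it was 3.61% (2575 peaks, 3.48 to 3.75). The log2 odds ratio against WT was 0.0039 ± 0.028 (standard error) for Del-hinge (adjusted p = 0.91, Fisher's exact test) and -0.0043 ± 0.035 for Patski2-4 (adjusted p = 0.91, Fisher's exact test). For Inv-Dxz4 it was 0.311 ± 0.037 (adjusted p = 2.4e-16, Fisher's exact test). Against Patski2-4 the values were 0.0082 ± 0.031 for Del-hinge and 0.315 ± 0.040 for Inv-Dxz4 (adjusted p = 0.91 and 5.3e-15, Fisher's exact test). The chromosome-level test was less decisive, because the log2 peak ratio of the 17 autosomes in Inv-Dxz4 against WT had an SD of 0.129 and a range from -0.351 to 0.188. The exact rank p of the X among 18 chromosomes was 0.11 against WT and 0.17 against Patski2-4. Taking all 19 autosomes as the reference moved the Patski2-4 value most, to -0.131.

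The second comparison asked whether peaks shared by a pair of lines were higher or lower on the X. Against WT, the X-linked pileup shifted by -0.098 in Del-hinge over 1921 regions, with an SD over the 17 autosomes of 0.051. This was the largest distance among 18 chromosomes (exact rank p = 0.056, the smallest possible). In Inv-Dxz4 the shift was 0.264 over 1330 regions (autosomal SD 0.109, exact rank p = 0.056). In Patski2-4, the wild-type subclone, it was 0.109 over 1384 regions (autosomal SD 0.133, exact rank p = 0.28). Against Patski2-4, the shift was -0.185 in Del-hinge (autosomal SD 0.114, exact rank p = 0.17) and 0.101 in Inv-Dxz4 (autosomal SD 0.137, exact rank p = 0.61). Neither edited line thus had an X shift outside the autosomal range against both wild-type libraries. With fold enrichment in place of pileup, the Del-hinge shift against WT was -0.0070 and that of Inv-Dxz4 was 0.063.

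**Figure D1:**
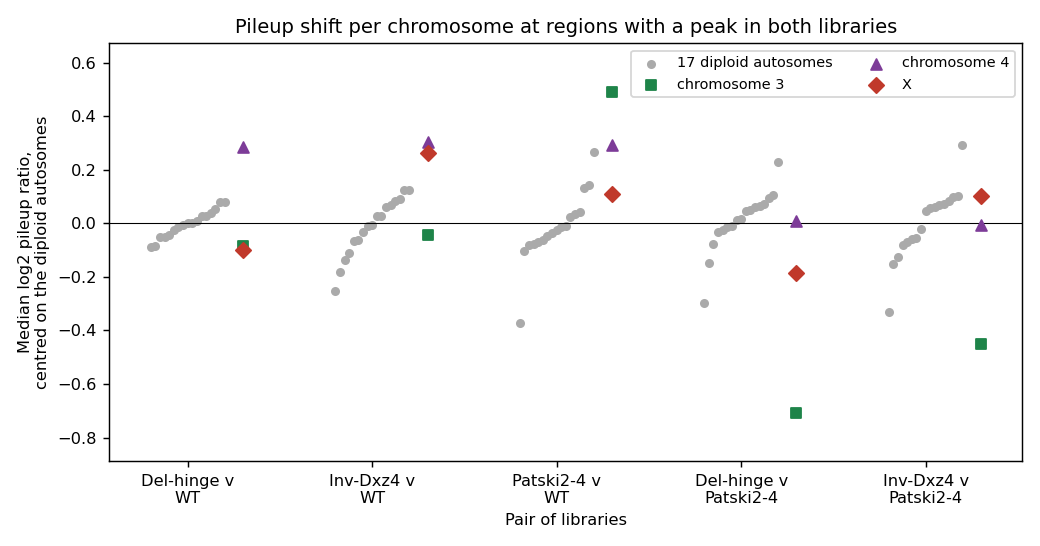
Median log2 pileup ratio per chromosome (vertical axis, centred on the 17 diploid autosomes) for the 5 pairs of libraries, with grey points for the autosomes and coloured marks for chromosomes 3, 4 and X. The X lies at -0.098 for Del-hinge and at 0.264 for Inv-Dxz4 against WT, and chromosome 3 lies at 0.493 for Patski2-4 against WT.

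The third comparison asked whether peaks found in one line and not in the other were concentrated on the X. Here too, a gain on the Xi at a site already open on the Xa would not be counted. Of the X-linked peaks of Del-hinge, 58.6% (95% Wilson interval 57.5 to 59.6) overlapped no WT peak, against 57.1% (57.0 to 57.3) of the autosomal peaks. The log2 odds ratio was 0.085 ± 0.032 (standard error, adjusted p = 0.0096, Fisher's exact test), and autosomes ranged from 51.9% to 61.2% (exact rank p = 0.50). In Inv-Dxz4, 24.97% of X-linked and 17.5% of autosomal peaks were absent from WT (log2 odds ratio 0.653 ± 0.067, adjusted p = 1.9e-20, Fisher's exact test). The autosomes ranged from 10.5% to 22.5% (exact rank p = 0.11), so the X exceeded each of them. In Patski2-4 the shares were 18.8% and 15.1% (log2 odds ratio 0.379 ± 0.069, adjusted p = 1.7e-07, Fisher's exact test), within the autosomal range of 6.5% to 26.3%. Against Patski2-4, the log2 odds ratio was 0.088 ± 0.034 for Del-hinge and 0.704 ± 0.061 for Inv-Dxz4 (exact rank p = 0.50 and 0.11). A threshold of −log10 q of at least 5 raised the Inv-Dxz4 value against WT to 1.02 and the Del-hinge value to 0.455.

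Chromosomes 3 and 4 served as chromosomes with a known difference in copy number in part of the parental cells. Chromosome 4 was higher against WT in Del-hinge (shift 0.284 over 3757 regions, exact rank p = 0.056), Inv-Dxz4 (0.303 over 2534 regions, exact rank p = 0.056) and Patski2-4 (0.293 over 2987 regions, exact rank p = 0.11). Its shift against Patski2-4 was 0.0075 in Del-hinge and -0.0048 in Inv-Dxz4, far smaller than the autosomal SDs of 0.114 and 0.137. Against WT, chromosome 3 shifted by -0.085 in Del-hinge (exact rank p = 0.17) and by -0.044 in Inv-Dxz4 (exact rank p = 0.72). Both were within the spread of the autosomes. In Patski2-4 it was raised by 0.493 over 4649 regions (exact rank p = 0.056). Its shift against Patski2-4 was -0.708 in Del-hinge and -0.450 in Inv-Dxz4 (exact rank p = 0.056 for each). Chromosome 3 also held 18357 peaks in Patski2-4 and 42525 in Del-hinge, against 12938 in WT and 6639 in Inv-Dxz4. Relative to the diploid autosomes, the log2 peak ratio to WT was 1.01 in Patski2-4 and 0.707 in Del-hinge. On the fold enrichment scale, which divides by local background, the chromosome 3 shift of Patski2-4 was -0.0092.

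**Figure D2:**
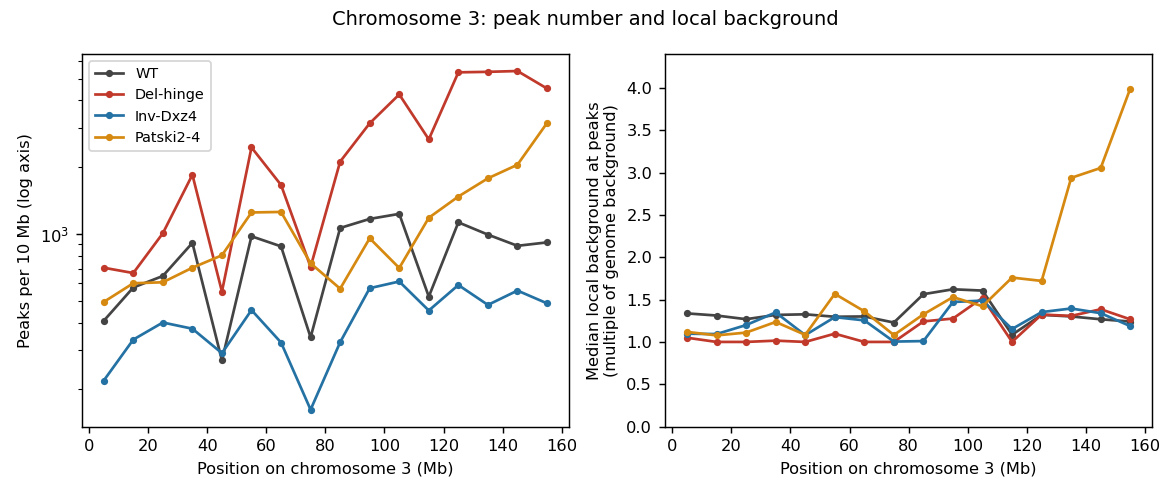
Peaks per 10 Mb along chromosome 3 (left, log axis) and median local background at those peaks as a multiple of the genome background (right), with a line for each of the 4 libraries. In the last bin, from 150 to 160 Mb, Patski2-4 had 3165 peaks and a background of 3.99 times the genome value, against 918 peaks and 1.24 times in WT.

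The hinge is the boundary between the superdomains of the Xi and lies on chromosome X in mm10. The interval deleted in Del-hinge spans 127 kb and the interval inverted in Inv-Dxz4 spans 43.7 kb. Because the edits are on the Xi alone and peaks were not split by allele, peaks from the Xa remain in every line. The deleted interval held 36 summits in WT, 45 in Del-hinge, 15 in Inv-Dxz4 and 15 in Patski2-4. The inverted interval held 21, 19, 6 and 4 in the same order. These counts had no replicates and were not tested. In the 83064 strongest rows, the deleted interval held 23 summits in WT and 23 in Del-hinge.

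The strongest WT regions in the inverted interval were introns of Dxz4 (ENSMUSG00000087396.7, X:75706932-75764699, minus strand). The region X:75744353-75745018 had a pileup of 266 in WT, 31 in Del-hinge and 35 in Inv-Dxz4, with no peak in Patski2-4. The centred log2 ratio to WT was -3.25 in Del-hinge and -1.80 in Inv-Dxz4. The region X:75734404-75735110 had pileups of 250 in WT, 64 in Del-hinge, 20 in Inv-Dxz4 and 34 in Patski2-4. Its centred ratios to WT were -2.12, -2.52 and -2.34. The SD of such ratios over single autosomal regions was 0.587 in Del-hinge, 0.670 in Inv-Dxz4 and 0.592 in Patski2-4, so each of these regions was lower than WT by more than 2 such SDs. The intergenic region X:75673667-75674598, inside the deleted but outside the inverted interval, had pileups of 293, 205, 239 and 370 in the order WT, Del-hinge, Inv-Dxz4 and Patski2-4. Its centred ratio to WT was -0.667 in Del-hinge. Using fold enrichment, the ratio of X:75744353-75745018 was -2.90 in Del-hinge and -1.62 in Inv-Dxz4.

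**Figure D3:**
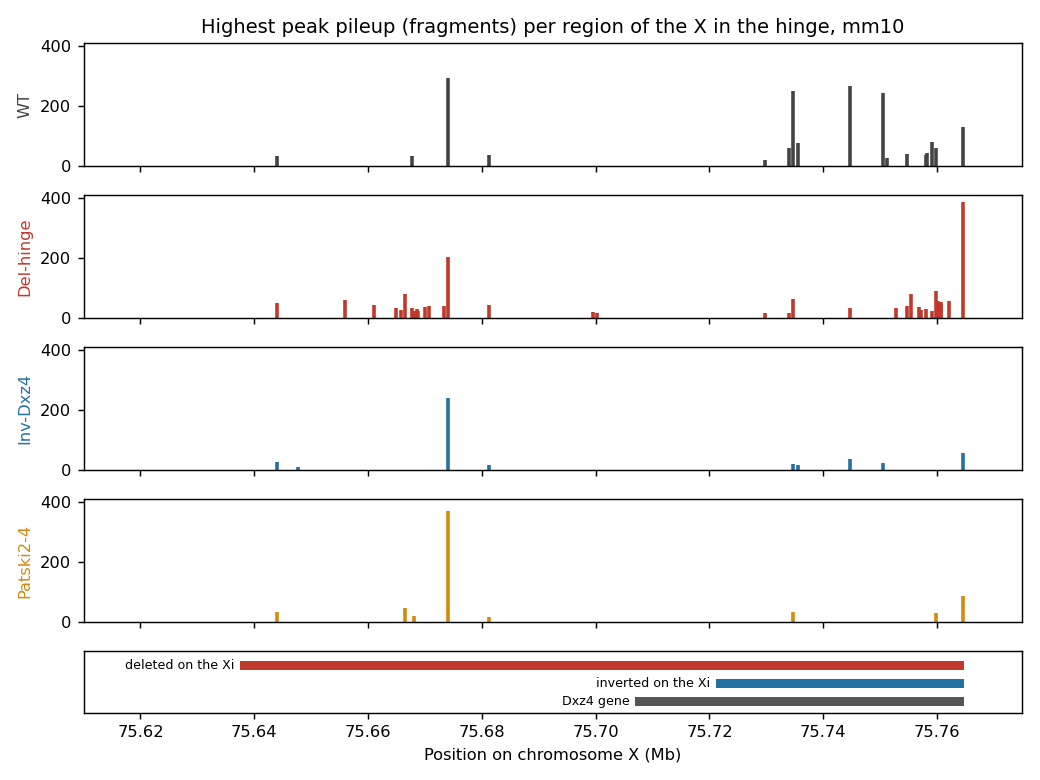
Highest pileup in fragments (vertical axis, the same scale in each panel) for each peak region of the hinge along chromosome X in Mb, with a panel for each of the 4 libraries and bars for the Dxz4 gene and the edited intervals. The Dxz4 regions with pileups of 250, 266 and 245 in WT are low or absent in the other 3 libraries.

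Among the other genes named by the study, the strongest WT region of Zfx (ENSMUSG00000079509.10, exonic, X:94122016-94123628) had pileups of 81 in WT, 54 in Del-hinge, 18 in Inv-Dxz4 and 49 in Patski2-4. Its centred log2 ratios to WT were -0.737, -1.04 and -0.187 in Del-hinge, Inv-Dxz4 and Patski2-4. The median over Zfx regions shared with WT was -0.639 in Del-hinge (4 regions) and -0.405 in Patski2-4 (4 regions). In Inv-Dxz4 that median was 0.328 (3 regions), opposite in sign to the strongest region. Eda2r (ENSMUSG00000034457.10, exonic, X:97376332-97377409) had 26 in WT, 75 in Del-hinge and 29 in Inv-Dxz4, and no peak in Patski2-4. Its centred log2 ratio to WT was 1.38 in Del-hinge and 1.28 in Inv-Dxz4, more than 1 SD of single regions. Eif2s3x (ENSMUSG00000035150.15, exonic, X:94212223-94213627) gave -0.199 in Del-hinge, -0.036 in Inv-Dxz4 and -0.807 in Patski2-4. Ddx3x (ENSMUSG00000000787.12, exonic, X:13280034-13282292) gave -0.909, 0.316 and 0.607 in the same order. Both Patski2-4 values exceeded the SD of 0.592 over single autosomal regions. That SD is the ordinary spread of single regions, so values of this size do not show a difference particular to these genes. On fold enrichment the Patski2-4 values were -0.336 for Eif2s3x and 0.233 for Ddx3x. Firre (ENSMUSG00000085396.7, intronic, X:50618838-50619492) gave -0.227, 0.026 and, in Patski2-4, 0.262. Firre with its upstream 10 kb held 39 summits in WT, 40 in Del-hinge, 20 in Inv-Dxz4 and 3 in Patski2-4. Xist (ENSMUSG00000086503.4, exonic and overlapping Tsix, X:103481282-103482157) had pileups of 46 in WT, 40 in Del-hinge and 32 in Inv-Dxz4, with no peak in Patski2-4. The Xist gene held 11, 8, 3 and 1 summits. Of the imprinted genes on chromosome 7, Peg3 (ENSMUSG00000002265.16, over the start of the gene, 7:6727342-6730615) gave -0.0021 in Del-hinge, 0.582 in Inv-Dxz4 and 0.656 in Patski2-4. For H19 (ENSMUSG00000000031.16) the region 7:142580270-142580567 had 23 in WT and 22 in Del-hinge only. Replacing pileup by fold enrichment brought the Eda2r ratio of Inv-Dxz4 to 0.324.

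The sites with the largest increase in an edited line over both wild-type libraries were drawn from 519 X-linked regions. Both ratios were positive in 83 of them for Del-hinge and in 143 for Inv-Dxz4. Both were negative in more of them, 300 for Del-hinge and 217 for Inv-Dxz4. The first Del-hinge site was the region X:75764018-75765053 over an exon of Dxz4, with a pileup of 388 against 129 in WT and 85 in Patski2-4 (centred log2 ratios 1.44 and 1.57). This region spans the end of the deleted interval, and its Del-hinge summit lies inside that interval. That sequence is deleted on the Xi, so the summit signal would come from the Xa. The next were X:163938622-163939141 in an exon of Zrsr2 (1.16 and 1.74) and X:12673059-12674111 in an exon of the gene ENSMUSG00000044148.6 (1.14 and 2.30). Intergenic sites at X:96019543-96021086 (1.09 and 1.32) and X:53682481-53683231 (0.822 and 1.14) followed. For Inv-Dxz4 the first site was X:8238550-8239349 in an exon of Ftsj1 (pileup 99 against 71 and 42, ratios 1.61 and 1.83). The other 4 sites had smaller ratios from 1.10 to 1.18 and lay between genes (X:17025723-17026761) or in introns of Chrdl1 (X:143344407-143345344), Gm5127 (X:106661766-106662824) and Col4a6 (X:141363013-141363981). These sites were the extremes of a ranking, so their ratios are larger than a repeat measurement would give on average. On fold enrichment the Ftsj1 ratio to WT fell to 0.310.

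The last comparison asked how far peaks lay at promoters, since deeper libraries may add weaker distal peaks. On the X, 36.1% of WT peaks were within 1 kb of a start site (95% Wilson interval 34.7 to 37.6), as were 36.2% (34.5 to 37.97) in Patski2-4. The share was 26.0% (25.1 to 27.0) in Del-hinge and 31.3% (29.6 to 33.2) in Inv-Dxz4. The log2 odds ratio against WT was -0.684 ± 0.058 for Del-hinge and -0.310 ± 0.077 for Inv-Dxz4 (adjusted p = 1.6e-30 and 9.1e-05, Fisher's exact test). On the diploid autosomes the shares were 32.3% in WT, 22.6% in Del-hinge, 32.7% in Inv-Dxz4 and 35.1% in Patski2-4. When each library was cut to its 83064 strongest rows, the odds ratio against WT was -0.619 for Del-hinge and -1.11 for Inv-Dxz4. Equal peak numbers thus did not remove the lower share of Del-hinge. All peaks of Inv-Dxz4 number 83064, so the cut trimmed WT and left Inv-Dxz4 whole. It therefore cannot show whether depth accounts for the Inv-Dxz4 share.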

Values the study reported

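From reads split by SNPs, which are not in the files analysed here, the study reported a mean allelic proportion (Xa over Xa plus Xi) at X-linked ATAC peaks of 88% in WT, 70% in Del-hinge, 78% in Inv-Dxz4 and 92% in Patski2-4.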

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

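The edited lines moved in opposite directions for some results, each with 1 library per line. Only for the X pileup shift was the difference between them tested. The X pileup shift against WT was -0.09756 in Del-hinge and 0.2639 in Inv-Dxz4. Against Patski2-4 it was -0.1852 and 0.1014. Several technical explanations were weighed, each adjusted for with a curve fitted on the autosomes, and predictions for these adjustments were written before the shifts were seen. Adjusting for GC content left -0.0749 in Del-hinge and 0.1915 in Inv-Dxz4. Adjusting for region strength left -0.1004 and 0.225, and adjusting for region width left -0.1041 and 0.2144. For the Patski2-4 shift of 0.1085 the same adjustments left 0.08268, 0.1172 and 0.0843. None of these adjustments removed more than 50% of a shift. Fold enrichment, which divides by the local background, was not among them. It left -0.006951 in Del-hinge, 0.06308 in Inv-Dxz4 and 0.09517 in Patski2-4 against WT. For each line alone, a difference between libraries remains as an explanation, by a criterion written after the shifts were seen. The smaller shift against the wild-type libraries was 0.09756 for Del-hinge and 0.1014 for Inv-Dxz4. Neither exceeded the 0.1085 between the wild-type libraries. With all autosomes as reference, the smaller shifts were -0.1049 and 0.1297, both larger in size than the 0.06121 between the wild-type libraries. Under each of the other alternatives neither line exceeded the wild-type value. That criterion does not bear on the difference between the edited lines, whose pileup shifts each had the same sign against both wild-type libraries. On fold enrichment the shifts against Patski2-4 were both negative, -0.07861 in Del-hinge and -0.05719 in Inv-Dxz4. The difference between the edited lines was measured directly, in a comparison added after the shifts were seen. The X shift of Inv-Dxz4 against Del-hinge was 0.309 over 1400 regions (SD over 17 autosomes 0.114), larger than the wild-type difference. Of the 17 autosomes, 1 lay at least as far from the autosomal median (exact rank p = 0.11). On fold enrichment the shift was 0.092 (exact rank p = 0.17), not larger than the 0.09517 between the wild-type libraries on that scale. These libraries also differ in fragment length and in processing batch, and with 1 of each the line and the batch cannot be told apart.

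The chromosome 4 shift against Patski2-4 was 0.007475 in Del-hinge and -0.004763 in Inv-Dxz4. Both are near 0, and the flag only reflects their signs. At the strongest regions of named genes, where the difference was not tested, the ratios to WT in Del-hinge and Inv-Dxz4 were -0.9094 and 0.3165 for Ddx3x, -0.2269 and 0.02568 for Firre, -0.3536 and 0.6028 for Xist, and -0.002062 and 0.5821 for Peg3. The SD over single autosomal regions was 0.587 in Del-hinge and 0.670 in Inv-Dxz4, and only the Ddx3x value of Del-hinge exceeded it. No biological explanation was tested for these genes.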

How the results depend on the processing

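The alternatives were fixed before the processed files arrived, except the adjustment for GC, strength and width together, which was chosen after seeing the data. Of the alternative rows for headline results, 103 kept their direction and their side of the threshold or, for counts, stayed close to the main count, 18 became weaker, 6 stronger, 15 reversed and 4 moved. For the rank test, a change means that the chromosome gained or lost the largest distance from the autosomal median. The Inv-Dxz4 excesses of X-linked peaks and of unshared X-linked peaks kept their sign and stayed past the Fisher threshold under every alternative run. So did the lower promoter shares of Del-hinge and Inv-Dxz4 on the X, tested only with the 500 bp distance and an equal peak number. The equal peak number left the Inv-Dxz4 peaks unchanged, so for that line it does not test depth. On the diploid autosomes the Del-hinge share was also lower (22.6% against 32.3% in WT), and that of Inv-Dxz4 was not (32.7%). The Del-hinge decrease was therefore not particular to the X. The size of these results did change. The unshared value of Inv-Dxz4 against WT went from 0.2623 with reciprocal overlap to 1.02 with the stricter q threshold, and its promoter odds ratio from -0.2353 with the 500 bp distance to -1.11 with an equal peak number.

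With all autosomes as reference, the excess of peaks on chromosome 3 enters the comparison. The X peak number of Del-hinge against WT became -0.08411 and that of Patski2-4 against WT -0.1313. Unshared peaks became -0.06936 in Del-hinge and -0.1788 in Patski2-4 against WT, and 0.0259 in Del-hinge against Patski2-4. The X pileup shift became -0.1049 in Del-hinge and 0.2478 in Inv-Dxz4 against WT.

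With an equal peak number, weak rows of the deep libraries drop out. The X peak number became -0.03372 in Del-hinge and 0.01782 in Patski2-4 against WT, and -0.05154 in Del-hinge against Patski2-4. The X pileup shift of Del-hinge became -0.05247 and its unshared peaks against Patski2-4 0.1374. The chromosome 3 shift of Del-hinge became -0.1504, and the chromosome 4 shift 0.308 in Patski2-4 against WT and 0.01267 in Inv-Dxz4 against Patski2-4. The deleted interval held 23 summits in WT and 23 in Del-hinge, and the inverted interval 13 and 11. The promoter odds ratio of Patski2-4 became -0.2564.

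Fold enrichment divides by the local background, which carries copy number. It lowered some shifts and not others. The X shift became -0.006951 in Del-hinge and 0.06308 in Inv-Dxz4 against WT, and -0.05719 in Inv-Dxz4 against Patski2-4. It stayed at 0.09517 in Patski2-4 against WT, so on this scale the shift between the wild-type libraries was larger than that of either edited line against WT. The chromosome 3 shift became -0.1195 in Del-hinge and -0.009225 in Patski2-4 against WT, and -0.09841 in Del-hinge and 0.02804 in Inv-Dxz4 against Patski2-4. The chromosome 4 shift became 0.0749 in Inv-Dxz4 against WT and -0.0501 in Del-hinge against Patski2-4. Among named regions it reversed Zfx (0.03538 in Del-hinge, 0.3757 in Patski2-4), Eif2s3x (0.1201 in Del-hinge), Firre (0.8113 in Del-hinge, -0.05036 in Inv-Dxz4), Peg3 (0.2884 in Del-hinge, -0.03702 in Inv-Dxz4, -0.08487 in Patski2-4) and the Chrdl1 site of Inv-Dxz4 (-0.04543 against WT, -0.08725 against Patski2-4). Another 12 named rows moved.

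With fold enrichment of at least 4, the X peak number of Patski2-4 became 0.009979, its unshared peaks 0.1154 and the X shift of Del-hinge -0.05914. The stricter q threshold gave -0.09163 for that shift. Merged regions gave an X peak number of 0.04208 in Patski2-4 against WT and -0.03512 in Del-hinge against Patski2-4. Reciprocal overlap of 50% gave 0.1054 for the unshared peaks of Patski2-4. In regions with a peak in all 4 lines, the X shift of Del-hinge was -0.07601, its chromosome 3 shift -0.1693 and the chromosome 4 shift of Patski2-4 0.3259. In the stronger regions, the X shift was -0.08017 in Del-hinge and 0.2288 in Inv-Dxz4. The joint adjustment gave -0.06267 and 0.1897.

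The Del-hinge shift lost its rank under all 8 alternatives. With all autosomes as reference, chromosome 4 (shift 0.284) entered the ranking, and the Del-hinge shift itself was no smaller, at -0.1049. The alternative coverage for the allelic proportion was not run because the files hold no SNP read counts. Depth limits the peaks of Inv-Dxz4 most, and with 1 library per line no difference has a replicate check.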

Other observations

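Patski2-4 is a wild-type subclone, yet it had 4 summits in the inverted interval against 21 in WT, and 10 Dxz4 regions of WT had no peak in it. Depth alone did not account for this. The highest WT summit, scaled to the Patski2-4 library, had an expected pileup of 183.2, and the smallest pileup called there was 12 (a prediction written after the peaks were seen). For a difference confined to repeats, a prediction written before was met. Outside the hinge, 100% of the 14 X-linked regions at least as strong as the strongest missing one had a peak in Patski2-4. That set is small, and Xist, outside the hinge, also lacked peaks. The regions of the set were not classed as repeat or not. The result shows only that strong X-linked regions outside the hinge kept a peak, and cannot decide whether the difference was confined to repeats. Loss of the Xi from the culture was to be judged from the strongest Xist region, but it had no peak in Patski2-4 and so no ratio. The smallest called pileup would give -1.401 on the centred log2 scale, which does not settle the question from this region alone.

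Firre and Xist were then looked at, with all predictions written after the result. Of 18 Firre regions with a WT peak, 17 had a peak in Del-hinge, 16 in Inv-Dxz4 and 3 in Patski2-4. Of 8 Xist regions, 5, 2 and 0 did. Among diploid autosomal regions with WT pileups in the same range (15 to 71), 51.66% had a peak in Patski2-4, close to the 50% set as the limit, so depth may account for part of the loss. In Inv-Dxz4, the shallowest library, 40.7% did. A stricter filter on ambiguous reads was tested at a repeated sequence on chromosome 2, where the centred ratio of Patski2-4 to WT was 0.4274. Pileups there were 15870 in WT and 14702 in Patski2-4, so its reads passed the filter in both libraries. The ratio therefore cannot show whether a stricter filter removed reads at Firre or Xist. Loss of the Xi would lower the X-linked background more than that of each autosome. The share of shared regions with local background above the genome value changed by -14.31 points on the X and by a median of -15.8 points on the autosomes, and the X was within their range. These tests leave open a stricter filter and, taken alone, loss of the Xi. The imaging of the paper argues against that loss. Most Patski2-4 nuclei had both X chromosomes by X paint and a single Xist RNA cloud, and an H3K27me3 cluster marked the Xi. A further candidate is lower accessibility of these loci on the Xi of this subclone. With 1 diploid library it is a hypothesis that allele-resolved reads would test. The strongest Firre region was not lower in Patski2-4, with a centred log2 ratio to WT of 0.262. Inv-Dxz4, derived from Patski2-4, had peaks at 16 of 18 Firre regions but at 2 of 8 Xist regions. It thus did not share the Firre losses of Patski2-4. If lower accessibility at Dxz4 holds, WT and Patski2-4 are not interchangeable as its control in the edited lines. The lower Dxz4 pileups of Inv-Dxz4 may then partly come from its parental subclone.

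Chromosome 3 held an excess of peaks over WT of 1.011 in Patski2-4 and 0.7074 in Del-hinge on the log2 scale. Counting only peaks with fold enrichment of at least 4 left 0.1001 and -0.1434, so most of the excess was in peaks of low fold enrichment. Fold enrichment divides by the local background, so where that is raised the filter also removes peaks of unchanged pileup. By pileup the chromosome 3 peaks were not weak. Their median was 28 in Patski2-4, against 24 to 27 on the other chromosomes, and 20 in Del-hinge, against 19 to 21. The median local background at chromosome 3 peaks was 1.94 times the genome value in Patski2-4, against 1.35 times in WT. In Del-hinge it was 1.22 times over the whole chromosome, but it varied along it. It was 1 to 1.10 times in the bins from 0 to 80 Mb, 1.52 times from 100 to 110 Mb, 1.32 times from 120 to 130 Mb and 1.39 times from 140 to 150 Mb. In WT the last 3 of these bins had 1.61, 1.32 and 1.27 times, so the distal background of Del-hinge was higher than its own proximal background, and clearly above WT only in the last of them. A gain of copies was tested with the pileup at shared regions. It was raised by 0.4926 in Patski2-4, outside the range of the other autosomes, and was -0.08489 in Del-hinge, inside it. These predictions were made after the peak numbers, and the median pileups of all peaks, were seen. WT carries an extra chromosome 3 in part of its cells, so a gain was measured against a raised reference. The Del-hinge value therefore cannot exclude a gain over the diploid state. Along the chromosome, the Patski2-4 shift against WT was lowest from 80 to 90 Mb (-0.430) and from 100 to 110 Mb (-0.462). Raised bins included 50 to 60 Mb (0.591), 60 to 70 Mb (0.555), 110 to 120 Mb (0.946) and 120 to 130 Mb (0.605). The highest values were 1.02 from 130 to 140 Mb, 1.49 from 140 to 150 Mb and 1.62 from 150 to 160 Mb. A segmental gain at the distal end may be present in this library, but raised bins were not confined to that end. In Del-hinge the shift rose from -0.472 (10 to 20 Mb) to 0.189 (140 to 150 Mb), with 5428 peaks in the latter bin against 886 in WT. No karyotype data were analysed here.

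A few regions of chromosomes 1, 2 and others had pileups far above all other regions, of at least 10000 in some library. Reads of mitochondrial DNA were tested as their source after the regions were seen. Of the 8 such regions, 7 aligned to the mitochondrial genome over at least 99.7% of their length, at 90.2% to 99.96% identity. The eighth, 2:98666246-98667325, aligned over 0% of its length, so the explanation did not hold for every region. The largest, 1:24611562-24616161, had pileups of 80613 in WT, 32871 in Del-hinge, 80547 in Inv-Dxz4 and 75437 in Patski2-4.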
